# Comparative Analysis of miRNA Expression Profiles of Yak Milk-Derived Exosomes at Different Altitudes

**DOI:** 10.3390/ani15010087

**Published:** 2025-01-02

**Authors:** Wenwen Ren, Yongfu La, Xiaoming Ma, Xiaoyun Wu, Xian Guo, Min Chu, Ping Yan, Xianyong Lan, Chunnian Liang

**Keywords:** yak, milk-derived exosomes, miRNA

## Abstract

Yaks are a rare and unique animal species inhabiting the Qinghai–Tibet Plateau; they are renowned for their remarkable ability to thrive in harsh environments. Milk-derived exosomes, tiny vesicles containing various biological molecules, play crucial roles in numerous pathological and physiological processes, including cell growth, development, and immune regulation. This study delved into the microRNA expression profiles of yak milk-derived exosomes collected from both high- and low-altitude populations using small RNA sequencing. These miRNAs were found to be implicated in pathways associated with mammary gland inflammation, virus infection regulation, and heat stress response. Functional enrichment analyses, utilizing GO and KEGG databases, revealed that the target genes of these differentially expressed miRNAs are enriched in signaling pathways crucial for Th17 cell differentiation and the Ras-MAPK signaling pathway. In conclusion, this research illuminates the adaptive mechanisms of yaks through the differential expression of miRNAs in their milk-derived exosomes across varying environmental conditions. These findings provide a valuable foundation for future investigations into yak resilience and the potential of milk-derived exosomes as tools for disease management and immune modulation.

## Simple Summary

This study utilized small RNA sequencing to explore how the expression of miRNAs differs in milk-derived exosomes from yaks living at different altitudes. The analysis revealed distinct miRNAs associated with yak adaptations to environmental pressures such as mastitis, viral infections, and heat stress. These findings suggest that miRNAs carried by yak milk-derived exosomes play a crucial role in yak resilience, disease resistance, and immune regulation, offering valuable insights for a deeper understanding of yak adaptation.

## 1. Introduction

The yak (*Bos grunniens*) is a unique bovine species uniquely adapted to the challenging environment of the Qinghai–Tibet Plateau, where it thrives at altitudes exceeding 3000 m. Renowned as the “boat of the plateau” and “multi-purpose livestock” [1], yaks are highly abundant and well distributed across this high-altitude region. These hardy creatures demonstrate extraordinary resilience against extreme conditions: high altitudes (3000–6500 m), low oxygen pressure (below 10 mmHg), frigid temperatures (an average annual temperature below 0 °C), significant diurnal temperature variations (over 15 °C), short grazing seasons (100–120 days), and intense solar radiation. Compared to other mammals, yaks exhibit exceptional survival capabilities, displaying remarkable tolerance to hypoxia, cold, and radiation.

Exosomes are nano-sized extracellular vesicles (EVs) formed by a lipid bilayer membrane secreted by cells; these versatile vesicles range in size from 30 to 100 nanometers [1]. Milk-derived exosomes with the remarkable ability to circulate through bodily fluids and reach distant tissues stand out as potent delivery vehicles for transporting a diverse array of biomolecules and regulatory factors throughout the organism. Extensive research has illuminated the critical roles played by these biomolecules, carried by milk-derived exosomes, in numerous physiological and pathological processes, including cell growth, development, and immune regulation [2,3,4,5]. From a physiological standpoint, exosomes facilitate the intercellular transport of proteins and RNA. In immunology, they exhibit antigen-presenting capabilities [6].

MicroRNAs (miRNAs) are small, endogenous, non-coding RNAs, approximately 18–25 nucleotides in length. These tiny molecules wield significant regulatory power in both animals and plants by targeting mRNA for either cleavage or translational repression, and miRNAs are relatively conserved throughout biological evolution [7,8,9]. MiRNAs exert their regulatory function by imperfectly or perfectly binding to 3′-untranslated regions (3′-UTRs) of target mRNAs. This binding leads to either translational repression or mRNA degradation, thereby negatively regulating gene expression at the post-transcriptional level [10,11]. MiRNAs are a class of non-coding RNAs that play important roles in regulating gene expression. Although estimated to comprise only 2–5% of all mammalian genes, miRNAs are thought to regulate the expression of over 60% of protein-coding genes [12]. As a result, they are widely involved in regulating various organ morphogenesis and cellular activities, including proliferation, differentiation, regulation, and apoptosis [13].

The yak, a unique bovine species adapted to high-altitude environments, exhibits distinct physiological mechanisms and gene expression patterns compared to other cattle breeds. By collecting milk samples from yaks raised at different elevations, extracting exosomes, and performing high-throughput sequencing of miRNAs, this study aims to analyze the differential expression of these miRNAs across different altitudes. This research will contribute to a deeper understanding of how high-altitude environments influence miRNA regulation in yaks, providing molecular insights for explaining yak stress resistance. Furthermore, it will offer valuable guidance for optimizing yak husbandry practices and breeding strategies in high-altitude regions.

## 2. Materials and Methods

### 2.1. Collection of Milk

Milk samples were collected from six healthy yaks in lactation (4–5 years old). Three yaks were sourced from Xiahe County, Gannan Tibetan Autonomous Prefecture (altitude 3200 m, 102.567187° N, 34.827360° E), while the other three were from Angren County, Rikaze City, Tibet Autonomous Region (altitude 4587.5 m, 29.463654° N, 86.641097° E). Prior to milking, the udder area of each yak was thoroughly cleaned with warm water and then sanitized with a hot towel. Manual milking commenced, and the collected milk samples were immediately transferred to 50 mL sterile centrifuge tubes and immersed in dry ice. The samples were promptly transported to the laboratory and stored at −80 °C.

### 2.2. Exosomes Extraction and Identification

#### 2.2.1. Extraction of Exosomes by Ultracentrifugation

The samples were thawed at 37 °C. The thawed samples were transferred to new centrifuge tubes. Initially, samples were centrifuged at 2000× *g* at 4 °C for 30 min. The supernatant was carefully transferred to a new centrifuge tube and centrifuged at 10,000× *g* at 4 °C for 45 min to remove larger vesicles. The supernatant was collected and transferred to a new centrifuge tube. Ultracentrifugation was performed at 4 °C using an ultracentrifuge rotor at 100,000× *g* for 70 min. The supernatant was removed, and the pellet was resuspended in 1 mL of pre-chilled 1 × PBS (Sangon Bioengineering Co., Ltd., Shanghai, China) and stored at 4 °C.

#### 2.2.2. Purification of Exosomes Using Sucrose Cushion Method

First, a 1 mL volume of exosome sample was carefully layered onto 250 μL of a 30% sucrose cushion and centrifuged at 100,000× *g* for 70 min. Following centrifugation, 250 μL of the 30% sucrose cushion, located at the bottom, was carefully removed. This was diluted with PBS to 3 mL and centrifuged again at 100,000× *g* for 70 min, and the supernatant was then discarded. The precipitation was resuspended in 200 μL of pre-cooled PBS. An amount of 20 μL was used for electron microscopy imaging, 10 μL was used for nanoparticle size analysis, and the remaining exosomes were stored at −80 °C.

#### 2.2.3. Exosome Characterization Using Transmission Electron Microscopy

An amount of 10 μL of exosomes was added to the copper mesh for precipitation for 1 min, and the floating liquid was sucked off with filter paper. An amount of 10 μL of uranyl acetate (Xinrui Technology Co., Ltd., Shenzhen, China) was added dropwise to precipitate on the copper mesh for 1 min, and then the floating liquid was removed by filter paper again. After drying at room temperature for several minutes, electron microscope detection imaging was performed at 100 kv, and the transmission electron microscope imaging results were finally obtained.

#### 2.2.4. Exosome Particle Size Analysis

An amount of 10 μL of the exosomes was diluted to 30 μL. After the instrument performance test with the standard was qualified, the exosome sample could be loaded. Attention should be paid to the need for gradient dilution to prevent the sample from blocking the injection needle. The particle size and concentration information of exosomes detected by the instrument could be obtained after the sample was completed.

### 2.3. Total RNA Extraction of Exosomes

According to the manufacturer’s instructions, RNA was extracted from milk-derived exosomes using the Norgen 58,000 kit (Norgen Bio Inc., Thorold, ON, Canada).

### 2.4. Small RNA Sequencing

#### 2.4.1. Construction and Sequencing of Small RNA Library

The experimental workflow followed the standard procedures provided by Illumina, including library preparation and sequencing. The sRNA sequencing library was prepared using the TruSeq Small RNA Sample Prep Kit (Illumina, San Diego, CA, USA). After library construction, the prepared libraries were sequenced on an Illumina HiSeq 2000/2500 platform. Sequencing was performed with single-end reads of 1 × 50 bp in length (SE50).

#### 2.4.2. Data Quality Control

The original image data obtained by sequencing were subjected to base calling to obtain a sequence file stored in FASTQ format, called raw data or raw reads. The FASTQ file stores the sequence and base quality information of reads. Clean reads were obtained after the raw data were processed by quality control. The clean reads removed the 3′ linker and performed length screening to retain the sequence with a base length of 18–26 nt. The remaining sequences were compared with various RNA database sequences (excluding miRNAs), such as an mRNA database, RFam database (including rRNA, tRNA, snRNA, snoRNA, etc.), and Repbase database (repetitive sequence database), and filtered. The final data obtained are valid data and can be used for subsequent miRNA data analysis.

#### 2.4.3. Identification and Prediction of miRNA and Differential Expression Analysis

ACGT101-miR was used to identify miRNA and calculate the expression level of miRNA in each sample. The expression levels were statistically analyzed to evaluate the correlation of miRNA expression characteristics and differentially expressed miRNAs in samples within and between groups. When measuring the expression level, the norm value (normalized based on miRNA raw data) [14] was used as a measure of the miRNA expression level, and the expression level of miRNA in different samples was counted. The *p*-value calculation model based on normal distribution was used to calculate the *p*-value. The threshold value of $\left|\log_{2}(fold\;change\left.)\right|\geq 1\right.$ and *p* < 0.05 were used to screen differentially expressed miRNAs (DEMs).

#### 2.4.4. DEM Target Gene Prediction and GO and KEGG Enrichment Analyses

TargetScan (V5.0) and Miranda (v3.3a) software were used to predict the target genes of DEMs. The target genes predicted by TargetScan with a context score percentile below 50 were removed. For Miranda, predicted target genes with a maximum free energy greater than −10 were excluded. The final set of target genes for each differentially expressed miRNA was determined by taking the intersection of predictions from the two software. These predicted target genes were then subjected to GO (Gene Ontology) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analyses.

## 3. Results

### 3.1. Results of Exosome Extraction and Identification

Electron microscopy imaging revealed that exosomes isolated from yak milk, regardless of altitude, exhibited the typical morphology of spherical particles with an indented center (Figure 1). However, notable differences in particle size and concentration were observed between exosomes from high-altitude and low-altitude yaks. High-altitude exosomes displayed an average particle size of 73.50 nm and a concentration of 3.35 × 10^11^ particles/mL. In contrast, exosomes from low-altitude yaks had an average particle size of 81.95 nm and a concentration of 3.85 × 10^10^ particles/mL (Table 1).

### 3.2. Results of miRNA Sequencing of Milk-Derived Exosomes 

#### 3.2.1. An Analysis of the Characteristics of the Milk-Derived Exosomes’ miRNA

The analyzed data following quality control are presented in Table 2. 

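Exosomes, which are small membrane vesicles released by cells, were isolated from the milk of 6 yaks, and the small RNA of each was sequenced as a separate library. The high-altitude group held 3 yaks kept at 4587.5 m (H_1, H_2 and H_3), and the low-altitude group held 3 yaks kept at 3200 m (L_1, L_2 and L_3). According to the paper, all high-altitude yaks came from Angren County and all low-altitude yaks from Xiahe County. A difference between the groups can therefore not be told apart from a difference between the places. The authors deposited 1 table for the whole series, made with ACGT101-miR, a program that matches reads to known miRNAs and predicts further candidates. The table lists 1652 miRNAs, of which 924 carry a miRBase name and 728 are predicted candidates, whose names begin with PC. Each miRNA has its raw reads and its norm value in every library. Computed over miRNAs, the norm value is the raw reads multiplied by 1 factor per library and rounded, with factors of 1.14, 0.278 and 0.264 for H_1, H_2 and H_3 and 3.41, 1.22 and 2.89 for L_1, L_2 and L_3.
The reads on listed miRNAs summed to 553579 in H_1, 3231529 in H_2 and 3304404 in H_3, and to 250174 in L_1, 615413 in L_2 and 268464 in L_3. The valid reads given by the paper in Table 2 are 1348282, 1474858 and 1207344 for the high-altitude libraries and 722013, 527095 and 462697 for the low-altitude libraries. The deposited reads were thus 0.411, 2.19 and 2.74 times the valid reads in H_1, H_2 and H_3, and 0.346, 1.17 and 0.580 times in L_1, L_2 and L_3. The values reported here use the deposited reads and norm values. A miRNA with 0 reads could have had up to 3 reads, which is a norm value of 3.42, 0.833 and 0.793 in H_1, H_2 and H_3 and of 10.2, 3.67 and 8.68 in L_1, L_2 and L_3. These limits cover counting error only, since the reads carried no molecular identifiers. They do not cover a dropping of low read numbers before deposition, which would make the lower bounds on fold changes smaller.
At least 1 read was present for 973, 936 and 1073 miRNAs in H_1, H_2 and H_3 (mean 994 ± 70.9, SD, n = 3) and for 531, 581 and 580 miRNAs in L_1, L_2 and L_3 (mean 564 ± 28.6, SD, n = 3). Every high-altitude library exceeded every low-altitude library (exact permutation test, two-sided, p = 0.1, the smallest value that 3 against 3 allows). When detection was set at a norm value of at least 10, the means were 532 ± 105 at high altitude and 493 ± 51.7 at low altitude (SD, n = 3 each), a difference smaller than the spread between libraries. That limit asks for more reads in the high-altitude libraries, whose factors are all smaller. Of the listed miRNAs, 638 had reads at both altitudes, 814 only at high altitude and 196 only at low altitude, and 4 had no read in any library.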

Further miRNA identification and prediction analysis were conducted on the valid data. A statistical analysis of the identified miRNAs revealed a length distribution primarily within the 18–26 nt range, with the 19 nt length being the most prevalent. This observation aligns with the typical cutting pattern of the Dicer enzyme, further supporting the accuracy of the miRNA sequencing process (Figure 2).

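Each listed miRNA was counted once by the length of its sequence. Of the 1652 miRNAs, 498 were 19 nt long (30.1%) and 296 were 22 nt long (17.9%), and the lengths ran from 18 to 26 nt. The 2 classes of miRNA in the table differed in length. Among the 728 predicted candidates, 408 were 19 nt long (56.0%), whereas among the 924 miRNAs with a miRBase name, 90 were 19 nt long (9.74%) and 270 were 22 nt long (29.2%). With only the miRBase names, with each miRNA weighted by its mean norm value, or with the miRNAs whose mean norm value was at least 10, the most frequent length was 22 nt. With each distinct sequence counted once, it was 19 nt.
By reads, miRNAs of 22 nt took 64.1% ± 7.51 of the reads at high altitude and 44.1% ± 1.75 at low altitude (SD, n = 3 each), and those of 19 nt took 4.10% ± 3.58 and 3.19% ± 1.25. The miRNAs of 24 nt took 6.77% ± 1.27 at high altitude and 19.1% ± 1.67 at low altitude. Most of that difference was bta-miR-30a-5p, of 24 nt, with 5.78% and 17.2% of the norm values of the groups. At 22 nt, bta-let-7b had 9.80% and 1.33%, with its high values in H_2 and H_3 only. These shares thus follow single abundant miRNAs and do not show a general change in length. For both 22 nt and 24 nt the libraries of the 2 groups did not overlap, and 3 libraries against 3 cannot give an exact p-value under 0.1.

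**Figure D1:**
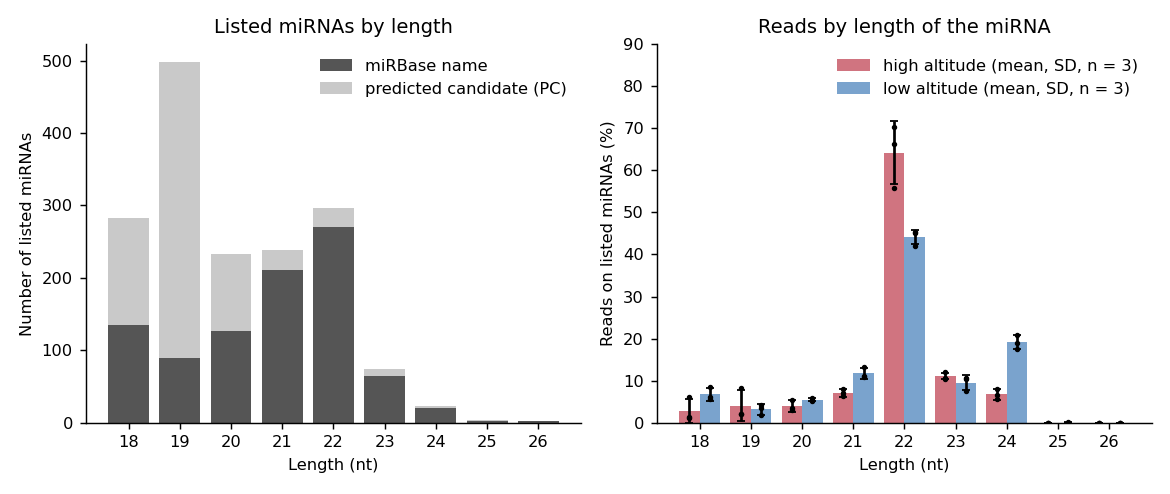
Left, the number of listed miRNAs at each length in nt, with miRBase names in dark grey and predicted candidates in light grey. Right, the percentage of reads on miRNAs of each length, as the mean of 3 libraries per group with its SD and a point per library. The candidates make up 408 of the 498 miRNAs of 19 nt, and 22 nt takes the largest share of the reads in both groups.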

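Pearson correlations between libraries were computed over the norm values of all listed miRNAs, without log transformation. At high altitude the correlation was 0.828 between H_1 and H_2, 0.754 between H_1 and H_3 and 0.972 between H_2 and H_3. At low altitude it was 0.985 between L_1 and L_2, 0.906 between L_1 and L_3 and 0.925 between L_2 and L_3. The 6 pairs within groups had a mean of 0.895 (from 0.754 to 0.985), and the 9 pairs between groups had a mean of 0.706 (from 0.602 to 0.772). One pair between groups, H_3 and L_1 at 0.772, lay above the lowest pair within a group, H_1 and H_3 at 0.754. The difference of 0.189 between the means was the largest among the 10 ways to split the 6 libraries into 3 and 3 (exact permutation test, one-sided, p = 0.1, the smallest value possible). Without the 10 most abundant miRNAs, the difference rose to 0.257. These correlations run across miRNAs, which are not independent replicates.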

The results of the correlation heatmap demonstrate that intra-group correlations are higher than inter-group correlations (Figure 3a). Furthermore, a PCA reveals clear clustering of the samples within their respective groups (Figure 3b). These findings indicate good reproducibility within samples and support the reliability of the data.

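The principal components were computed on log2(norm value + 1), with each miRNA centred on its mean over the 6 libraries. The first component held 49.0% of the variance and the second 21.1%. On the first component H_1, H_2 and H_3 had scores of 64.0, 34.1 and 36.3, and L_1, L_2 and L_3 had scores of −53.9, −34.4 and −46.2. The real grouping gave the largest difference in means on this component among the 10 splits of the libraries (exact permutation test, p = 0.1, the smallest value possible). On the second component H_1 had a score of 51.0 against −29.2 for H_2 and −35.4 for H_3, and the groups overlapped. On the norm values as deposited, without log transformation or centring, the first component held 82.4% and the second 12.8%. The groups overlapped on the first of these and lay apart on the second. The paper takes the higher correlations within groups and the clustering of the samples as signs of good reproducibility within samples and as favouring the reliability of the data.

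**Figure D2:**
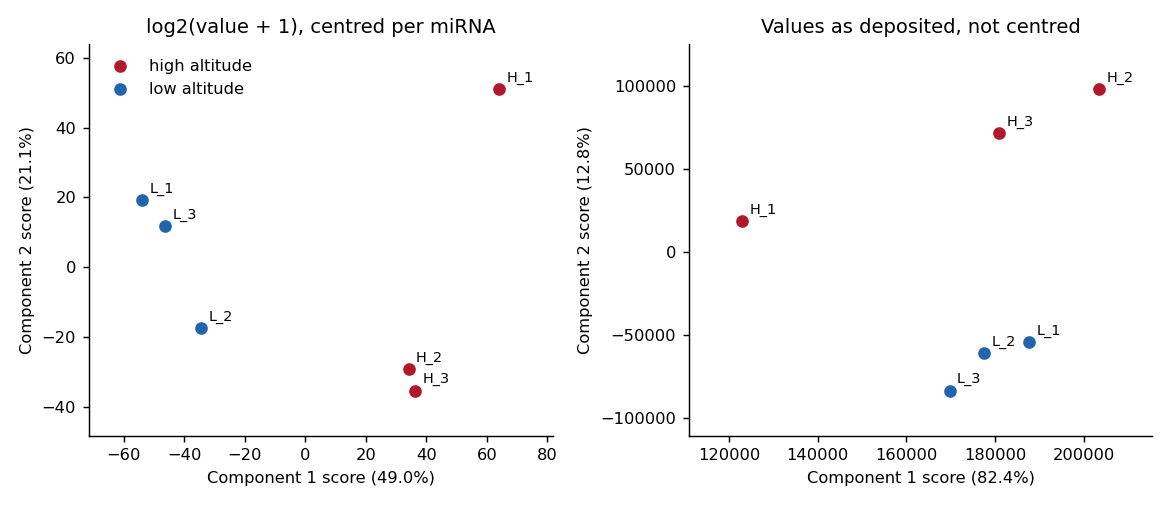
Scores of the 6 libraries on the first 2 principal components, with high altitude in red and low altitude in blue. Left, log2(norm value + 1) centred per miRNA, where the first component separates the groups. Right, the norm values as deposited and not centred, where the second component separates them.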

#### 3.2.2. Differential Expression Analysis of DEMs

A total of 75 DEMs were identified between the high-altitude and low-altitude yak milk-derived exosome samples, of which 55 were upregulated and 20 were downregulated (Figure 4a,b). 

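Differential expression was tested with limma (trend) on log2(norm value + 1) for the 1635 miRNAs with a norm value above 0 in at least 1 library, and fold changes are on that scale, so those of miRNAs with values at or near 0 depend on the pseudocount. At an absolute log2 fold change of at least 1 and an unadjusted p-value under 0.05, 277 miRNAs were DEMs, 175 higher and 102 lower at high altitude. The share higher at high altitude was 63.2% (95% Wilson interval 57.4% to 68.6%). This interval takes the DEMs as independent, although all come from the same libraries. With a library left out, the share ran from 56.7% to 74.6%. After Benjamini-Hochberg adjustment over all miRNAs tested, 102 miRNAs had an adjusted p-value under 0.05, of which 38 were higher and 64 lower at high altitude. The 2 groups did not overlap in 243 of the 277 DEMs and in 326 of all miRNAs tested (19.9%). Chance gives 10% of the 735 miRNAs whose values allow a split without overlap, which is 4.50% of those tested.
The authors' deposited table gives 75 miRNAs at the same thresholds, 55 up and 20 down, from its own unadjusted p-values, without a common model across miRNAs. Of these, 59 were also called by limma, all 75 had the same sign, and 19 had an adjusted p-value under 0.05. In the authors' deposited table, 25 of the upregulated miRNAs and 1 of the downregulated miRNAs have an infinite fold change because one group is at 0.
Among the 175 DEMs higher at high altitude, 118 had no read in any low-altitude library, and among the 102 DEMs lower at high altitude, 31 had no read in any high-altitude library. When only the 295 miRNAs above 0 in all 6 libraries were tested, 81 were DEMs, 33 higher and 48 lower. With reads weighted by their precision (voom on the raw reads, chosen after the data were seen), 288 were DEMs, 115 higher and 173 lower. The 6 fits that each left out one library gave 240 to 409 DEMs, and 162 of the 277 were called in all of them. The number with an adjusted p-value under 0.05 was 272 without H_1 and 20 without H_2.
The largest decreases with groups that did not overlap were all in predicted candidates. PC-5p-375_17831, of sequence CACTGTTTGTCTGAGTCT, had 6, 0 and 0 reads in the high-altitude libraries and 3245, 14338 and 275 reads in the low-altitude libraries (log2 fold change −11.39, standard error 1.26, adjusted p = 0.00094 from limma). With each library left out in turn, the log2 fold change of PC-5p-375_17831 ranged from −12.77 to −10.54. PC-5p-3380_2206 (log2 fold change −10.77, range −11.88 to −9.91), PC-3p-3768_1957 (log2 fold change −10.04, range −10.67 to −9.47), PC-3p-5946_1222 and PC-3p-16462_410 followed. The last 2 of these had no read at high altitude and were at least 784-fold and 498-fold lower there, limits that became 400.2-fold and 207-fold without L_1 and 1620.3-fold and 1029-fold without H_1. Among the largest increases, PC-3p-5819_1250, PC-5p-5667_1281, mmu-miR-5100_L+2R-2 and PC-3p-15300_444 had no read at low altitude and were at least 115-fold, 21.1-fold, 16.0-fold and 16.4-fold higher at high altitude. The limits of PC-3p-5819_1250 and PC-3p-15300_444 rest on H_1, and without it they were 7.97-fold and 9.10-fold. The limit of mmu-miR-5100_L+2R-2 holds for that variant only, as other variants of the miRNA had reads at low altitude, and with length variants summed by name its log2 fold change fell from 6.68 to 2.29. The remaining one, bta-miR-1246_L-1R+2, had 5832, 10870 and 3092 reads at high altitude and 139, 13 and 0 at low altitude (log2 fold change 6.98, standard error 1.83, adjusted p = 0.0575 from limma, called in 4 of the 6 fits that left out one library). Its log2 fold change was 4.82 without L_3 and 9.27 without L_1, and so depended on single low-altitude libraries (mean norm value 3491 ± 2939 at high altitude and 163 ± 269 at low altitude, SD, n = 3 each).

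**Figure D3:**
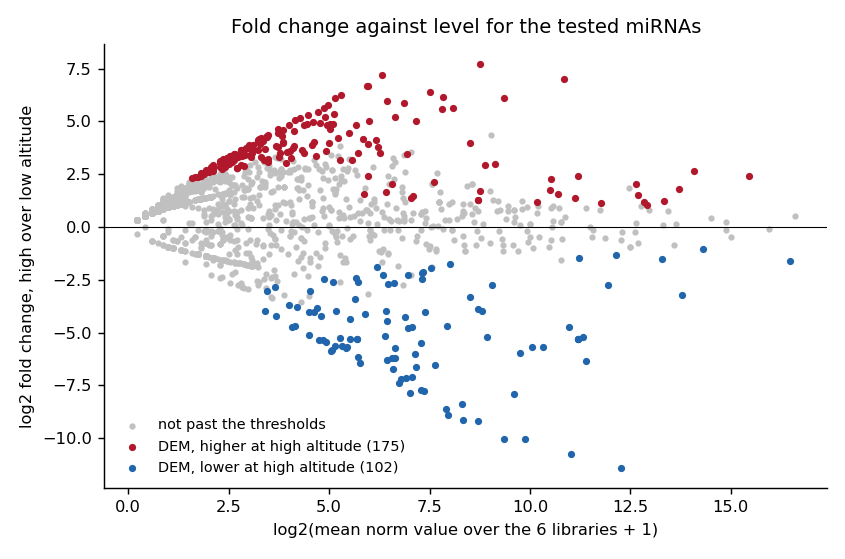
The log2 fold change of each tested miRNA, high over low altitude, against log2 of its mean norm value over the 6 libraries plus 1. The 175 DEMs higher at high altitude are red, the 102 lower are blue and the other miRNAs grey. The red points are dense at low mean values, where many miRNAs had no read at low altitude.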

To further investigate the biological functions regulated by these miRNAs, their target genes were predicted using both TargetScan and Miranda software. The intersection of these two lists served as the final target gene list, which was then subjected to GO and KEGG enrichment analyses. The analyses revealed significant enrichment in biological processes, such as the positive regulation of transcription in the DNA template, the positive regulation of transcription by RNA polymerase II, and protein phosphorylation. The enriched cellular components included the nucleus, cytosol, and nucleoplasm. The enriched molecular functions included protein binding, identical protein binding, and ATP binding (Figure 4c). Pathway analyses highlighted enrichment in the mitogen-activated protein kinases (MAPK) signaling pathway, the Ras signaling pathway, Th17 cell differentiation, and Axon guidance (Figure 4d).

## 4. Discussion

Milk, a valuable dietary component for both humans and infants, is renowned for its abundance of nutrients and bioactive molecules, including growth factors [15], metabolic hormones, and cytokines [16,17]. Milk is also known to contain a significant number of exosomes. Due to their unique bilayer membrane structure, exosomes show promise as drug carriers, offer potential for anti-inflammatory applications, and serve as valuable biomarkers for various health conditions [18]. This study extracted exosomes from yak milk using a density gradient centrifugation method. The extracted exosomes exhibited the typical appearance and particle size characteristics of milk-derived exosomes. Gao et al. [19] collected bovine milk samples from dairy farms in Beijing and yak milk samples from farms in Tibet and Gansu Province. They isolated milk-derived exosomes and performed miRNA sequencing, identifying 130 differentially expressed miRNAs, of which 51 were upregulated and 79 were downregulated in yak milk and milk-derived exosomes. Furthermore, they identified the top 20 miRNAs with relatively consistent high expression in yak milk-derived exosomes and found that bta-miR-34a acts as an effective regulator in mitigating hypoxia-induced damage to IEC-6 cells. Studies have shown that HIF-α expression is upregulated in the inflamed mucosa of patients with inflammatory bowel disease and regulated by various inflammatory stimuli. Compared with cow milk-derived exosomes, yak milk-derived exosomes enhance PHD-1 expression and suppress HIF-α and its downstream target VEGF expression under hypoxia. These exosomes exhibit a more pronounced effect on promoting the growth of intestinal epithelial cells (IECs), increasing IEC proliferation, and contributing to strengthening the intestinal epithelial barrier function. Furthermore, yak milk-derived exosomes more effectively activate the hypoxia-inducible factor signaling pathway [20].

This study identified 75 differentially expressed miRNAs, of which 55 were upregulated and 20 were downregulated, and several key miRNAs were identified. 

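The values of miRNAs that the discussion names are given as the mean norm value ± SD with n = 3 libraries per group, and their tests come from limma with Benjamini-Hochberg adjustment over all miRNAs tested. The discussion names miR-339a and miR-2411 without a strand or variant, and they were taken to be bta-mir-339a-p3_1ss21CT and bta-miR-2411-5p_R-3, which are among the DEMs of the authors' deposited table. The abundant bta-miR-191_R-1 had 20480 ± 1889 at high altitude and 6166 ± 1940 at low altitude (log2 fold change 1.78, standard error 0.37, adjusted p = 0.018). For bta-miR-23a_R-3 the values were 10231 ± 1502 and 2562 ± 694 (log2 fold change 2.02, standard error 0.38, adjusted p = 0.012), and for bta-miR-141_R-1 they were 5160 ± 1296 and 14987 ± 3531 (log2 fold change −1.54, standard error 0.37, adjusted p = 0.039). In contrast, bta-miR-145 had 46, 112 and 103 reads in H_1, H_2 and H_3 and none at low altitude. It was at least 4.87-fold higher at high altitude (adjusted p = 0.011). The list set from the discussion holds 25 entries. It leaves out miR-326 and miR-10a, which the discussion cites from studies of other cells, and holds only those members of the miR-2284 and miR-2285 families that are DEMs in the authors' deposited table, 3 and 7 entries. Of the 25, 11 had an adjusted p-value under 0.05 adjusted over the list alone, and 5 over all miRNAs tested. The study chose the list on these samples, so the first is not independent evidence. The 4 miRNAs above passed the thresholds for a DEM in each of the 6 fits that left out one library. Over the settings that kept all libraries, the adjusted p-value reached 0.098 for bta-miR-191_R-1, 0.044 for bta-miR-23a_R-3, 0.075 for bta-miR-141_R-1 and 0.064 for bta-miR-145.
Others passed the thresholds without adjustment only. Lower at high altitude were bta-miR-101 (log2 fold change −1.45, adjusted p = 0.090), bta-miR-127 (−2.67, adjusted p = 0.095) and bta-miR-30e-5p (−1.33, adjusted p = 0.14). Higher were bta-miR-92a (log2 fold change 1.52, adjusted p = 0.11), bta-miR-25 (1.13, adjusted p = 0.15) and bta-miR-2411-5p_R-3 (3.23, adjusted p = 0.17), the last of which had 0, 6 and 0 reads in the low-altitude libraries. The log2 fold change of bta-miR-2411-5p_R-3 was 5.43 with a pseudocount of 0.1 and 1.22 with 10. This miRNA did not pass with a pseudocount of 10 or with quantile normalization. With a library left out, bta-miR-92a and bta-miR-2411-5p_R-3 stayed past the thresholds in 3 of the 6 fits each, bta-miR-30e-5p in 4 and bta-miR-25 in 5. For bta-miR-128 (log2 fold change 1.20), bta-miR-19a (−1.20) and bta-mir-339a-p3_1ss21CT (−1.22), the p-value from limma did not pass, although the groups did not overlap. The groups overlapped for bta-miR-34a, with 535 ± 379 at high altitude and 250 ± 52.5 at low altitude.

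**Figure D4:**
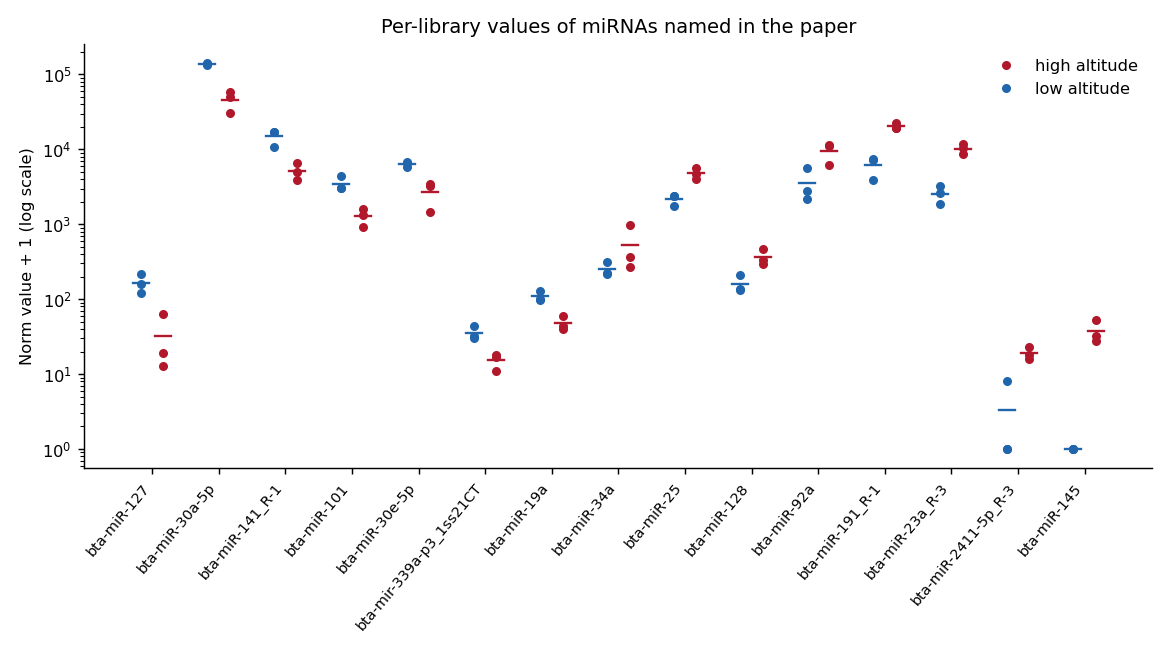
Norm value + 1 on a log scale of miRNAs named in the discussion, ordered by log2 fold change, with high altitude in red and low altitude in blue. Each point is a library and each bar the mean of 3. The groups lie apart for all of these miRNAs except bta-miR-34a.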

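Among the miRNAs in the table, bta-miR-30a-5p was one of the most abundant in both groups. Its norm value was 46269 ± 14298 at high altitude and 136562 ± 4440 at low altitude (SD, n = 3 each), which is 5.78% and 17.2% of the norm values of each group. It was the most abundant listed miRNA at low altitude, and bta-miR-148a was the most abundant at high altitude. The reads were 26738, 180592 and 220219 in H_1, H_2 and H_3 and 38706, 115118 and 47229 in L_1, L_2 and L_3. The fitted change was a log2 fold change of −1.61 (standard error 0.30, adjusted p = 0.011 from limma with Benjamini-Hochberg adjustment), lower at high altitude in every library. It stayed between −1.81 and −1.34 with each library left out in turn, and the adjusted p-value was at most 0.038 over the settings that kept all libraries.
For bta-miR-148a the norm values were 117624 ± 25936 and 79467 ± 5022 (log2 fold change 0.54, standard error 0.26, adjusted p = 0.33), under the threshold for a DEM. No difference was detectable for bta-miR-21-5p_R-2, also among the most abundant in both groups, at 62958 ± 25318 and 64289 ± 20517. Its log2 fold change of −0.077 (standard error 0.40) turned positive under quantile normalization, at 0.29.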

Several key miRNAs, including bta-miR-30a-5p and members of the bta-miR-2285 family, emerged as critical regulators in inflammatory processes. The bta-miR-30a-5p miRNAdirectly targets TRAM, a protein tightly associated with the NF-κB signaling pathway. Notably, transfection experiments confirmed that bta-miR-30a-5p suppresses the activation of the LPS-induced NF-κB pathway and the expression of downstream pro-inflammatory factors. The expression of its potential target gene, TRAM, was also inhibited [21]. Furthermore, bta-miR-30a-5p plays a crucial role in regulating the infection process of the bovine mammary epithelial cells (BMECs) triggered by LPS [22]. The bta-miR-2285 family consists of over 40 members, spanning the entire bovine genome [23]. 

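Under names of the bta-miR-2285 family, the table lists 95 miRNAs with 78 distinct sequences. In the authors' deposited table, 7 of them pass the thresholds for a DEM, and these 7 hold 4 distinct sequences. The entries bta-mir-2285cb-p5, bta-mir-2285cd-p5 and bta-mir-2285e-2-p5 share the sequence AAAAAGTTCGTTTGGGTTTT and the same norm values, 38, 25 and 32 at high altitude and 8, 13 and 21 at low altitude. The sequence TAAAAAGTTCGTTTGGGTTTT is listed as bta-miR-2285aj-5p_R-1_1ss2GA and bta-mir-2285cm-p5_1ss10TC, with 8, 34 and 40 reads at high altitude and 0, 2 and 0 at low altitude. The sequence of bta-miR-2285av, AAAAGTTCGTTCGGGTTTTT, is also listed under 2 names of the bta-miR-2284 family, with 22, 74 and 72 reads at high altitude and 1, 10 and 1 at low altitude. The remaining entry, bta-miR-2285bo_1ss16AT, had 3, 9 and 10 reads at high altitude and none at low altitude, too few for a fold change beyond the limit of 3 reads. Reads from these near-identical sequences could have been split or shared between entries by the counting.
With limma, bta-miR-2285aj-5p_R-1_1ss2GA and its copy passed the unadjusted thresholds (adjusted p = 0.22 from limma), and the other 5 of the 7 did not pass. Both copies were at least 1.33-fold higher at high altitude. This bound lies near 1 and rests on a 0 standing for at most 3 reads. The copies did not pass with a pseudocount of 10, quantile normalization or voom, nor without L_1 or without L_3. Altogether 5 entries of the family with 4 distinct sequences were called. The one with the most reads was bta-mir-2285t-p5, at a norm value of 1597 ± 437 at high altitude and 700 ± 127 at low altitude (SD, n = 3 each; log2 fold change 1.17, standard error 0.46, adjusted p = 0.22 from limma), which was chosen after its values were seen. Over the family, the fitted change was positive for 62 entries and negative for 20, with a median log2 fold change of 0.49, and of 0.30 under quantile normalization. Only 15 of the 95 entries had a mean norm value of at least 10. Over the whole table, 814 miRNAs had reads only at high altitude and 196 only at low altitude. The family was not compared with other miRNAs of similar level, so this lean cannot be called specific to it. Without H_1, 15 entries of the family were called, and without L_1, 1 entry.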

Among the 75 differentially expressed miRNAs identified, 7 belonged to the bta-miR-2285 family. Specifically, bta-miR-2285aj-5p was found to be significantly upregulated in BMECs stimulated with lipoteichoic acid. Bta-miR-2285aj-5p appears to induce mastitis by activating the ERK1/2 and NF-κB pathways, leading to the positive regulation of SPDYA and FGL1 [24]. Bovine mastitis-related long non-coding RNA acts as a molecular sponge for bta-miR-145. CBFB is one of bta-miR-145′s 23 target genes. The bta-miR-145/CBFB pathway plays a role in Staphylococcus aureus-induced mastitis by influencing inflammatory responses and self-protective mechanisms [25]. Additionally, bta-miR-145 exhibited significant differential expression between mammary tissues of Holstein cows under heat stress compared to normal conditions. This miRNA appears to function as a key regulator during heat stress in Holstein cows, mitigating heat stress damage [26].

Several miRNAs have been shown to play roles in bovine viral and parasitic infections. Bta-miR-30e-5p, bta-miR-339a, and bta-miR-92a show altered expression patterns in the serum of calves infected with bovine viral diarrhea virus (BVDV) over time [27]. Similarly, bta-miR-2411 is significantly upregulated by over 2.1-fold in Madin-Darby bovine kidney (MDBK) cells 8 h after infection with BVDV. The overexpression of bta-miR-2411 leads to significant reductions in both BVDV mRNA levels and viral titers [28]. Following infection with bovine ephemeral fever virus (BEFV), bta-miR-101 is significantly upregulated in MDBK cells. Acting as an antiviral host factor, bta-miR-101 inhibits viral replication by targeting the NF-κB-repressing factor and suppresses BEFV-induced apoptosis [29]. Bta-miR-141 and bta-miR-191 have emerged as potential antimicrobial targets within bovine alveolar macrophages [30]. The expression level of bta-miR-23a gradually increases over time in response to infection with the *fasciola gigantica* [31].

Heat stress significantly impacts dairy cows, and several miRNAs have been identified as potential biomarkers and regulators of this response. Studies have shown differential expression of miRNAs, including bta-miR-30a-5p and bta-miR-19a, and members of the bta-miR-2284 family exhibiting differential expression in both pregnant and non-pregnant dairy cows. This differential expression suggests their involvement in the physiological and immune responses triggered by heat stress [32]. Further research suggests that the target genes of the bta-miR-2284 family are likely involved in heat-induced immune responses, although their precise biological roles remain unknown [33]. Bta-miR-25 may influence the MAPK pathway, potentially through the c-Jun N-terminal kinase (JNK) gene, thereby impacting mammary gland function in heat-stressed dairy cows [34]. Beyond heat stress, certain miRNAs exhibit distinct expression patterns during pregnancy. Specifically, bta-miR-128 and bta-miR-127 can be used as specific exosome miRNAs in early pregnancy (60d) and middle pregnancy (150d) [35]. Additionally, bta-miR-127 expression changes in BMECs after cadmium exposure. This suggests a potential role for this miRNA in regulating apoptosis and immune responses within these cells [36].

This study uncovered a significant enrichment of target genes for differentially expressed miRNAs in functions and signaling pathways related to protein binding, the MAPK signaling pathway, and Th17 cell differentiation. Th17 cells are a subset of helper T cells that play a crucial role in the pathogenesis of many autoimmune diseases [37]. MiRNAs can act as both positive and negative regulators of Th17 differentiation, influencing the development of these cells with either inductive or suppressive effects [38]. For instance, miR-326 targets ETS1, a negative regulator of TH17 cell differentiation, and promotes TH17 cell differentiation in vitro [39]. Conversely, the increased expression of miR-10a in CD4(+) T cells has been observed to suppress Th17 cell differentiation [40]. MAPKs signal transduction has emerged as a potential regulatory mechanism for T lymphocyte development and effector response. Growing evidence suggests that MAP3K1 plays a role in Th17 cell signal regulation and IL-17 expression [41]. MEKK1, encoded by MAP3K1, also modulates Th17 differentiation by regulating cell cycle inhibitory genes like Cdkn1b. The loss of MAP3K1 in T cells results in increased IL-17 production and differentiation into Th17 [42]. Furthermore, numerous studies have highlighted the importance of miRNAs targeting the RAS-MAPK pathway in cancer development. The RAS/MAPK axis regulates key cancer cell behaviors, including proliferation, apoptosis, inflammation, migration, and metastasis. Tumor suppressor miRNAs can interact with oncogenic KRAS, thereby inhibiting RAS/MAPK signaling [43,44].

## 5. Conclusions

This study extracted exosomes from the milk of high- and low-altitude yaks and performed small RNA sequencing. The results reveal that differentially expressed miRNAs may regulate yak mastitis, viral infection responses, and thermotolerance by influencing Th17 cell differentiation and the RAS-MAPK signaling pathway. Overall, this research expands the understanding of yak miRNAs and provides valuable reference information for future investigations into their roles in yak biology. Further research will focus on the selected candidate miRNAs and explore their expression patterns in yak mammary epithelial cells and immune cells. Moreover, in vitro experimental models will be used to investigate the effects of these candidate miRNAs on yak resistance to mastitis, responses to viral infections (using relevant viral models), and tolerance to heat stress, aiming to elucidate their potential roles in yak immune function and stress response.

## Figures and Tables

**Figure 1:**
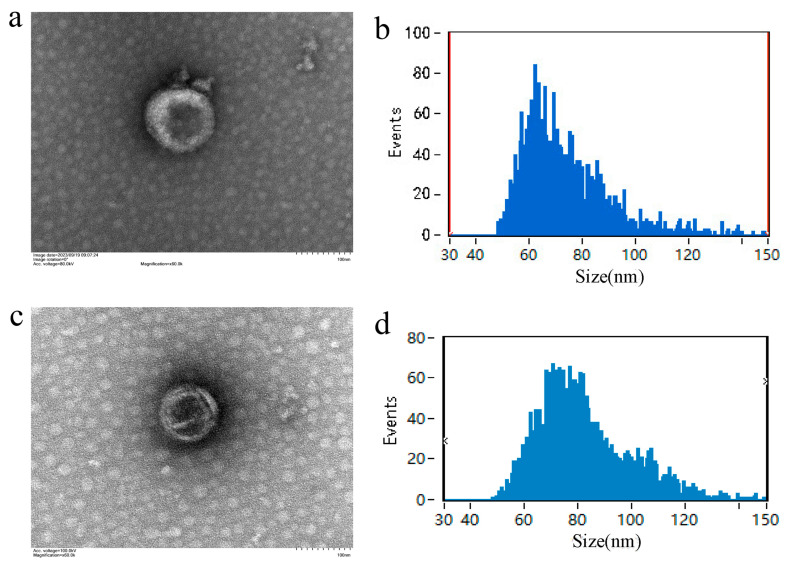
Exosome electron microscope and particle size. Note: (**a**) Electron microscopy of yak milk-derived exosomes at high altitude; (**b**) particle size distribution of yak milk-derived exosomes at high altitude; (**c**) electron microscopy of yak milk-derived exosomes at low altitude; (**d**) particle size distribution of yak milk-derived exosomes at low altitude.

**Figure 2:**
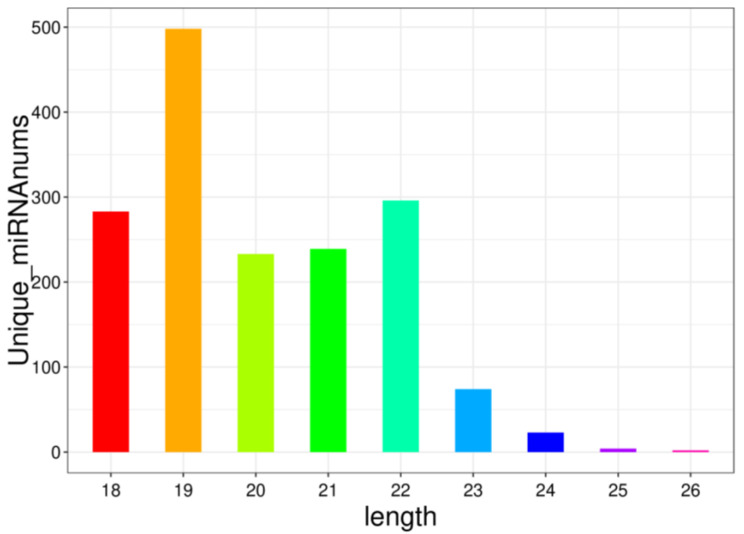
Length distribution of miRNA.

**Figure 3:**
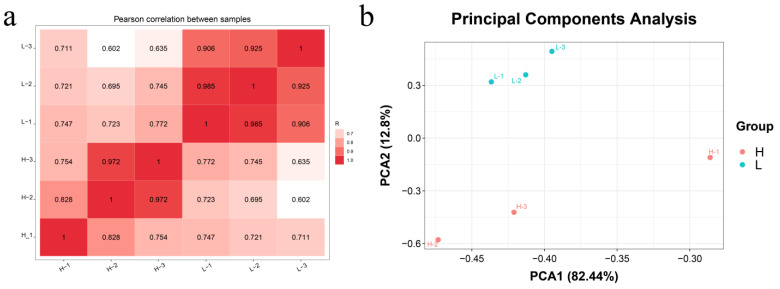
Correlation heat map and PCA clustering map between the two groups. Note: (**a**) correlation heat map; (**b**) PCA cluster diagram. H: yak milk-derived exosomes at high altitude; L: yak milk-derived exosomes at low altitude.

**Figure 4:**
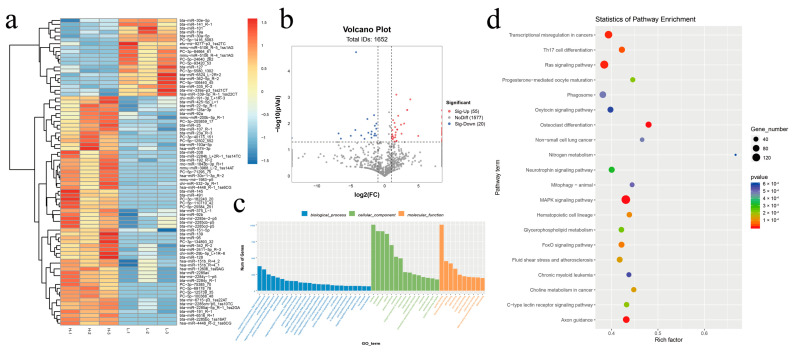
Differential expression analysis of miRNA. Note: (**a**) heat map of DEMs; (**b**) volcano plot of DEMs; (**c**) GO enrichment of DEM target genes; (**d**) KEGG pathway enrichment of DEM target genes.

**Table 1:** The particle sizes and concentrations of yak milk-derived exosomes at different altitudes.

Sample	Particle Size (nm) (Means ± SD)	Concentration (Particles/mL)
H	73.50 ± 16.20	3.35 × 10^11^
L	81.95 ± 16.79	3.85 × 10^10^

Note: H: yak milk-derived exosomes at high altitude; L: yak milk-derived exosomes at low altitude.

**Table 2:** Raw reads and valid reads in yak milk-derived exosomes at high and low altitudes.

Samples	Raw Reads	3ADT&Length Filter	Junk Reads	Clean Reads	Rfam	mRNA	Repeats	Valid Reads
H_1	4,486,944	3,029,790	19,258	3,010,532	68,347	27,015	2015	1,348,282
H_2	3,294,479	1,699,628	32,365	1,667,263	59,885	34,108	2395	1,474,858
H_3	3,296,214	1,981,630	18,735	1,962,895	61,322	32,951	2421	1,207,344
L_1	2,537,372	1,773,612	8420	1,765,192	25,033	10,208	504	722,013
L_2	2,418,352	1,855,403	6871	1,848,532	18,948	12,152	677	527,095
L_3	2,239,586	1,742,244	7334	1,734,910	18,133	11,202	764	462,697

## Data Availability

The data presented in this study are openly available at Gene Expression Omnibus (GEO), reference number GSE282381.

## Abbreviations

BEFV	bovine ephemeral fever virus
BMECs	bovine mammary epithelial cells
BVDV	bovine viral diarrhea virus
DEMs	differentially expressed miRNAs
EVs	extracellular vesicles
IEC	intestinal epithelial cells
MAPKs	mitogen-activated protein kinases
MDBK	Madin-Darby bovine kidney
miRNAs	microRNAs
3′-UTRs	3′-untranslated regions

How the deposited data were processed for this re-analysis (not part of the article)

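Small RNA libraries from milk-derived exosomes of 6 yaks were used, 3 from high altitude (4587.5 m) and 3 from low altitude (3200 m), with 1 library per yak. According to the paper, the libraries were made with the TruSeq Small RNA kit and sequenced as single-end reads, the 3′ adapter was removed, reads were kept by length, reads matching mRNA, Rfam and Repbase were removed, and miRNAs were identified and counted with ACGT101-miR. The paper's text does not name the reference genome, the miRBase release, the mismatches allowed or the treatment of reads that match several miRNAs.

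The authors deposited 1 table. Its raw columns hold whole read numbers per miRNA, which the authors wrote with commas between groups of digits. Its norm columns hold a score, the norm value, which the authors made by multiplying the raw reads by 1 factor per library and rounding. The deposited table also holds the mean score of each group, the ratio of these means as a fold change, its log2 value, and an unadjusted p-value for each miRNA, which are the authors' own. For the p-value, the paper names a calculation model based on normal distribution. Among the 235 miRNAs with a mean norm value of at least 100, a two-sample test with unequal variances on the norm values gave a p-value within 2% of the authors' p-value for 232, and one with equal variances for 50. No other per-sample values were in the table.

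Samples were grouped by the altitude that the paper gives. The design written before the data were examined set a count model for raw counts and limma for normalized values. The table holds both kinds of column. The raw columns did not pass the check on units as counts, because of the commas in their values. Without the commas the values are whole read numbers, so the count model could have been run but was not. The norm values were used with limma 3.58.1 (lmFit, then eBayes with trend) in R 4.3.3 on log2(norm value + 1). No replicate block was used, and the 1635 miRNAs with a norm value above 0 in at least 1 library entered. DEMs were called at an absolute log2 fold change of at least 1 and an unadjusted p-value under 0.05, as in the paper, and Benjamini-Hochberg adjusted p-values are given beside. No filter on low values was applied. The fit was tested on simulated reads for the same miRNAs, drawn from their means and the library sizes. All had the same dispersion (extra spread between libraries) of 0.414. The 200 miRNAs changed by 4-fold had a mean norm value of at least 10. Low read numbers were not dropped and no miRNA was removed from a group, so calls resting on 0 reads in a group were not tested. Of the 200, 64.5% were called in the right direction at the thresholds of the paper. Among the 1613 tested, changed and unchanged together, 72 unchanged miRNAs were called. With an adjusted p-value under 0.05, 4 changed and 0 unchanged miRNAs were called.

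Lengths, correlations, principal components, detection and marker lists were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Exact permutation tests ran over the 10 splits of the 6 libraries into 3 and 3. A read number of 0 was taken to allow up to 3 reads, and fold changes against a group at or under that number are given as lower bounds against it. Intervals of shares are 95% Wilson intervals. They take the miRNAs as independent and do not cover the spread between yaks. Depth, as the sum of reads on listed miRNAs, ran from 250174 to 3304404, with a mean 6.25 times higher at high altitude than at low altitude, so miRNAs with few reads are less precisely measured at low altitude.

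The rule for naming miRNAs was written before the data were examined. Some miRNAs named in the text, such as bta-mir-2285t-p5, bta-let-7i and members of the marker lists, fall outside it. The miRNAs set by the rule were followed over the settings. They are the miRNAs that the discussion names, except miR-326 and miR-10a, which it cites from studies of other cells, with the miR-2284 and miR-2285 families entered by their DEMs in the authors' deposited table, the 5 DEMs with the largest positive and the 5 with the largest negative log2 fold change whose groups do not overlap, and the 5 miRNAs with the highest mean norm value in each group. Lists of miRNAs of erythroid cells, leukocytes, milk epithelial cells and muscle cells were written before the values were seen, and each list was compared with 10000 random lists matched on mean norm value.

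Alternatives covered the pseudocount (0.1 and 10), filters on low values, quantile normalization, rescaling to the same sum, median-of-ratios factors, length variants summed by name, miRBase names only, a replicate block and each library left out in turn. Alternatives added after the data were seen were voom on the raw reads, 1 entry per distinct sequence, a loess correction for GC content, centring per library, and libraries drawn down to the smallest with reads under 5 set to 0. Genome positions, target genes and their enrichment, and the particle size measurements were not analysed here.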

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

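The tests below were chosen after the results were seen. Outside the miRNAs that the paper discusses, 24 miRNAs had more than 3 reads in every low-altitude library and 0 reads in every high-altitude library. They were singled out because their reads lie above what a read number of 0 allows. Their reads ran from 7 to 764 per library, and all 24 had an adjusted p-value under 0.05 from limma. At the same mean norm value, each of these miRNAs would have given at least 5 reads in each high-altitude library. That follows from the selection, since the low-altitude libraries have the larger factors, and is no separate test. The median was 134 reads in the library where the fewest were due, against 0 reads there, which argues against depth. All of them were predicted candidates (100%, against 43.2% in the rest of the table; Fisher's exact test, p = 2.3e-09), and none had a miRBase name. A candidate explanation that stays open is therefore how candidates were predicted and counted in each library. It could not be told from the table whether the candidates were predicted in each library separately. A difference between the yaks of the 2 altitudes stays open and was not tested, and neither was a difference between sequencing batches, for which the paper and the labels give no information.

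In the opposite direction, 135 miRNAs outside the list set from the discussion, 4 of them members of the miR-2284 and miR-2285 families, had more than 3 reads in every high-altitude library and 0 reads in every low-altitude library, with 4 to 2179 reads per library. Of these, 109 were DEMs and 32 had an adjusted p-value under 0.05. At the same mean norm value, 48 of them (35.6%, Wilson interval 28.0% to 43.9%) would have given at least 5 reads in each low-altitude library, with a median of 12.0 reads in the library where the fewest were due, which argues against depth for these 48. More than 3 reads in each library were due for 73 of the 135 (54.1%, 45.7% to 62.3%). For the other 87, depth cannot be told apart from a lower level at low altitude, since under 5 reads were due in at least 1 low-altitude library, and no more than 3 reads for 62 of the 87. Predicted candidates made up 56.3% of the 135 (Wilson interval 47.9% to 64.4%), against 43.0% of the rest (Fisher's exact test, p = 0.0037), so their prediction may contribute as well. A biological difference between the groups stays open and was not tested. Since each group came from a single county, such a difference could not be credited to altitude itself.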

How the results depend on the processing

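The number of DEMs was 277 in the main setting, and 63.2% of them were higher at high altitude. With miRNAs above 0 in all 6 libraries, there were 81 DEMs, 40.7% of them higher, 23 miRNAs with an adjusted p-value under 0.05 (102 in the main setting) and 2 entries of the miR-2285 family among the DEMs (5 in the main setting). With a mean norm value of at least 10, there were 180 DEMs, 48.9% higher and 1 miR-2285 entry. With miRBase names only, there were 153 DEMs, 75.8% higher, 26 with an adjusted p-value under 0.05 and 8 miR-2285 entries. These filters test fewer miRNAs, and a norm value of 10 stands for more reads in the high-altitude libraries, whose factors are all smaller. A pseudocount of 0.1 gave 170 miRNAs with an adjusted p-value under 0.05. A pseudocount of 10 gave 64, with 49.7% of the DEMs higher and 1 miR-2285 entry. Quantile normalization gave 54.2% higher and 1 miR-2285 entry. Of the settings chosen after the data were seen, voom gave 39.9% higher and 1 miR-2285 entry, and 1 entry per distinct sequence gave 3. Drawing reads down with those under 5 set to 0 gave a median of 154.5 DEMs (41.7% higher). Apart from the filters, the cause was not tested for these changes, and depth is taken up under the other observations. The loess correction for GC content shifted the log2 fold changes of miRNAs with a mean norm value of at least 10 by a median of −0.43, voom by −0.18, and leaving out H_1 by −0.11.

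Across the 6 fits that each left out one library, there were 240 to 409 DEMs, 20 to 272 miRNAs with an adjusted p-value under 0.05, 56.7% to 74.6% of DEMs higher at high altitude and 1 to 15 miR-2285 entries. The 272, 74.6% and 15 came without H_1, the 20 without H_2. Calls with an adjusted p-value under 0.05 in all 6 numbered 16.

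The libraries share replicate numbers but no animal. Their deviations from the group means correlated at 0.11, 0.18 and −0.10 for numbers 1, 2 and 3, so the numbers do not pair them. With the replicate block, there were 300 DEMs, 151 miRNAs with an adjusted p-value under 0.05 and 3 miR-2285 entries, and bta-miR-2285aj-5p_R-1_1ss2GA and its copy were not called.

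The most frequent length of 19 nt became 22 nt when weighted by norm value, with a mean norm value of at least 10, and with miRBase names only. The correlation difference stayed positive in all alternatives, from 0.143 to 0.257. The share of variance on the first component (49.0%) was 82.4% on values as deposited without centring, 67.0% centred per miRNA, 82.3% centred per library (chosen after the data were seen), 58.4% with a mean norm value of at least 10, 36.6% at unit variance, and 51.9% to 55.4% with a library left out. The difference in miRNAs detected (430) fell to 39.3 at a norm value of at least 10, to 272 with reads drawn down to the smallest library, and to 3 with those under 5 also set to 0. It was 391 to 459 with a library left out.

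For single miRNAs, of 246 values with a library left out, 21 were weaker, 10 stronger and 7 reversed, and of 423 under other settings, 15 were weaker, 10 stronger and 2 reversed. Reversals came in abundant miRNAs with small changes. These were bta-miR-200a (−0.38 to 0.045, above 0 without H_1 and without L_1), bta-miR-200b_R+1 (−0.12 to 0.69, under 0 without H_3 and without L_3), bta-miR-320a (−0.81 to 0.093, above 0 without L_3) and bta-miR-21-5p_R-2 (−0.33 to 0.32, above 0 without H_1 and without L_1, and 0.29 with quantile normalization and 0.0011 with voom). The median of the leukocyte list ranged from −0.017 without H_3 to 0.97 without L_1, and that of the milk epithelial list fell to 0.18 with a mean norm value of at least 10. Tests of the raw reads with edgeR and with DESeq2, set before the data were examined, were not run. The check on units failed because of the commas in the raw columns. Without the commas these are whole read numbers, so both tests could have been run, and their outcome is unknown. Voom, which did use the raw reads, gave 115 DEMs higher and 173 lower at high altitude. Low depth at low altitude limits the calls of miRNAs with few reads.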

Differences from the paper's values

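The paper reports 75 DEMs, against 277 here, with 55 higher at high altitude in the paper against 175 here and 20 lower in the paper against 102 here. Of the alternatives set before the data were examined, only the restriction to miRNAs above 0 in all 6 libraries brought the total within range, at 81 DEMs against the paper's 75, but with 33 higher and 48 lower. None closed the gap for both directions, and none used the authors' kind of test. The authors' deposited p-values and fold changes at the same thresholds give the paper's 75, 55 and 20. At a mean norm value of at least 100, 232 of 235 of these p-values matched a two-sample test with unequal variances on unlogged norm values. The gap thus comes with the test and the scale, as both start from the same norm values. After Benjamini-Hochberg adjustment, 1 of the authors' p-values was under 0.05.

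For the first principal component the paper shows about 82% of the variance in Fig. 3b, read by eye, against 49.0% here, and for the second about 13% against 21.1%. On the values as deposited and not centred, an alternative set before the data were examined, the shares were 82.4% and 12.8%. With a mean norm value of at least 10 they were 58.4% and 18.2%. On values as deposited centred per miRNA they were 67.0% and 21.7%, and without H_1 they were 55.4% and 20.3%. Centring per library, chosen after the values were seen, gave 82.3% and 12.9%. Only the values as deposited without centring and those centred per library came close to the paper's shares.

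The paper states that correlations within groups are higher than those between groups (Fig. 3a). The means follow this order, but H_1 and H_3 correlated at 0.754, below H_3 and L_1 at 0.772. Of the DEMs that the paper counts, 16 were not called by limma. Among those the discussion names, bta-miR-128 was called with miRNAs above 0 in all 6 libraries, with a mean norm value of at least 10, with miRBase names only, with quantile normalization, and without H_1 or L_2. Without H_1, bta-miR-19a and bta-mir-339a-p3_1ss21CT were called, the latter also with miRNAs above 0 in all 6 libraries and the former also with the loess correction for GC content, chosen after the values were seen. The sequence shared by bta-miR-2285av, bta-miR-2284y_R-1 and bta-mir-2284y-1-p5 was called with miRNAs above 0 in all 6 libraries and without L_2. With miRBase names only, with a pseudocount of 0.1 and without each high-altitude library, bta-miR-2285bo_1ss16AT was called. Of the others, bta-miR-22-5p_R-1 and chi-miR-191-3p_L+1R-3 were called without H_1, hsa-miR-151b_R+4_1 and hsa-miR-151b_R+4_2 with a pseudocount of 10, with the replicate block and without L_2, and hsa-miR-339-5p_R-1_1ss22CT with miRNAs above 0 in all 6 libraries and with the loess correction. No alternative called bta-miR-92b, bta-mir-2285cb-p5, bta-mir-2285cd-p5 or bta-mir-2285e-2-p5.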

Other observations

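The tests on reads under 5, on let-7 and on reads above the valid reads were chosen after the results were seen. Median-of-ratios factors and the length settings were set before the data were examined, and the marker lists before the values were seen. Their use below to test an explanation was chosen after the results were seen. With 175 of 277 DEMs higher at high altitude, the DEMs lean in one direction. The Wilson intervals given here take the DEMs as independent, which they are not, so they do not cover the spread between yaks. A loess correction for GC content left the share at 59.6% (Wilson interval 54.2% to 64.8%), so the lean stayed after it. Median-of-ratios factors left it at 60.7% (54.7% to 66.3%). These factors lay from 0.938 to 1.05, so they could change the share little and do not test a wrong factor per library. Drawing every library down to the reads of the smallest left 57.4% (51.1% to 63.4%), so part of the lean stayed. However, the deposited libraries hold few miRNAs with 1 to 4 reads, 37 to 57 per library, against 138 to 291 with 5 to 9 reads, and drawing reads down fills the high-altitude libraries with such low numbers. With reads under 5 also set to 0 in every library, the median number detected was 466 at high altitude and 462.5 at low altitude, and the share of DEMs higher at high altitude was 41.7% (34.2% to 49.5%), which is under 50% rather than about 50%, so this step removes the lean and goes past it. Setting reads under 5 to 0 without drawing left 64.0%. Quantile normalization, which gives every library the same distribution, gave 54.2% (47.5% to 60.8%). A candidate explanation for the lean is therefore the lower depth at low altitude together with the dropping of low read numbers. Depth does not order the libraries by the miRNAs detected, since H_1 with 553579 reads on listed miRNAs had 973 and L_2 with 615413 reads had 581.

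Only the real split gave as many DEMs, 1 of the 10 splits of the 6 libraries, and the other splits gave 16 to 75. The same held for miRNAs with an adjusted p-value under 0.05, where 1 of the 10 splits, the real one, gave 102 and the others 0 or 1, with 16 to 75 miRNAs at an unadjusted p-value under 0.05. With 10 splits the share is never under 0.1, so these counts alone cannot pass 0.05 whatever the data.

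The let-7 miRNAs, which the paper does not discuss, separated H_1 from H_2 and H_3. The let-7 5p miRNAs took 4.40% of the reads in H_1, 22.9% in H_2 and 21.5% in H_3, against 3.69%, 4.40% and 1.61% in L_1, L_2 and L_3. For bta-let-7b the norm values were 11777, 119416 and 104088 at high altitude and 13142, 13110 and 5563 at low altitude, so a high value at altitude rests on H_2 and H_3. All 6 let-7 5p sequences with a mean norm value of at least 1000 were higher in H_2 and H_3 than in H_1, with a median log2 ratio of 2.25 (1.76 when rescaled to the same sum, where bta-let-7i fell to 0.042). The other 69 miRNAs of that level had a median log2 ratio of 0.029. That cannot test the normalization factor, since the norm values were already balanced (median-of-ratios factors 1.03, 1.04 and 1.05 in H_1, H_2 and H_3). A factor shifts all miRNAs of a library alike, so it would not set let-7 apart from these 69. Of the 69, 95% lay from −3.09 to 1.69, under the let-7 median. However, bta-let-7i at 0.53 and bta-let-7g at 1.37 lay within that range. GC content was argued against as the whole cause, since the other 27 miRNAs of that level in the GC range of let-7 had a median log2 ratio of 0.60, and 95% of random lists of 6 of them had medians from −0.18 to 1.21, under the let-7 median. Reads shared between members would leave the 3p strands unchanged, but their median log2 ratio was 2.07, with all 6 above 0, against medians from −2.44 to 0.71 in 95% of random lists of 6 among miRNAs of similar level. A difference between the yaks or in their milk stays open and was not tested, and neither was a difference between batches.

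The deposited reads exceeded the paper's valid reads in H_2, H_3 and L_2, and in H_3 also the paper's raw reads of 3296214. The 4 entries with the most reads alone exceeded the valid reads of H_3. With 1 entry kept per group of similar sequences, the sum was still 2.17 times the valid reads in H_3 and 1.77 times in H_2, so reads counted on several similar miRNAs cannot be the whole cause there. In L_2 the ratio became 0.984. The cause was not found in the table.

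The peak at 19 nt among listed miRNAs may come from the predicted candidates, since the miRNAs with a miRBase name were most often 22 nt long. Whether the candidates are miRNAs was not tested.

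Marker lists were used to ask whether a different mix of source cells could lie behind the differences between altitudes. The median log2 fold change was 0.76 for the erythroid list (14 entries, 11 up and 3 down, percentile 71.6 among 10000 random lists), 0.56 for the leukocyte list (14 entries, 8 up and 6 down, percentile 41.5), 0.76 for the milk epithelial list (39 entries, 25 up and 14 down, percentile 76.2) and 0.95 for the muscle list (7 entries, 5 up and 2 down, percentile 68.2). With entries at or under 3 reads in a group set to their lower bound, the medians were 0.60, 0.10, 0.12 and 0. With a library left out, the leukocyte median ranged from −0.017 (without H_3) to 0.97 (without L_1), the milk epithelial median fell to 0.43 without H_2, to 0.40 without L_3 and to 0.50 without H_3, and the muscle median fell to 0.53 without L_2. The most abundant erythroid entries went apart, with bta-miR-451_R-2 at −1.88 and bta-miR-16a_R-1 at 0.74, as did leukocyte entries, with bta-miR-342_R-2 at 1.69 and bta-miR-181a_R-1 at −0.48, and milk epithelial entries, with bta-miR-148a at 0.54 and bta-miR-30a-5p at −1.61. In the muscle list bta-miR-143_1ss22GT was at 0.95 and bta-miR-499 at −0.059, and bta-miR-145, with no read at low altitude, was at least 4.87-fold higher at high altitude (adjusted p = 0.011, the only adjusted call in that list). Entries with a mean norm value of at least 10 numbered 7, 8, 28 and 3, so milk exosomes carry many of these miRNAs in any case. Because members went both ways and every median lay within random lists, a change in the share of any of these cells cannot be told apart from no change.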
